A study of Homo sapiens with 6 samples. Its data were reported in "Accurate identification of circRNA landscape and complexity reveals their pivotal roles in human oligodendroglia differentiation" (2022).

How the data were processed

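Small RNA libraries were made from total RNA of HOG cells with the QIAseq miRNA kit and sequenced on an Illumina HiSeq. Samples were grouped by their titles and stage labels into 3 undifferentiated (D0) and 3 differentiated (D12) libraries, and both groups carry replicate numbers 2, 3 and 4. The titles give D12, whereas the protocol describes 13 days in differentiation medium with insulin, transferrin, triiodothyronine, IBMX and cAMP, after growth in medium with fetal serum.

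The authors trimmed the reads, matched them to the human miRNA database with miRge and compared the groups with DESeq2, using a false discovery rate under 0.05. The counting parameters they give include no step for the unique molecular identifiers of the kit, and the tool merges near-identical miRNAs into one entry. The signal column as deposited is the mean, over all 6 libraries, of read counts that the authors divided by one size factor per library. The authors gave the log2 fold change of differentiated over undifferentiated cells with its standard error on the log2 scale, without shrinkage. The score as deposited is the Wald statistic, which equals the fold change divided by its standard error to within rounding. Each p-value in the authors' deposited table is two-sided, with one adjustment over the 989 entries kept by independent filtering (lowest mean 1.93) and one over all 1228 entries with a p-value. Both adjustments were recomputed by the Benjamini-Hochberg procedure and differ from the deposited values by no more than rounding. The adjusted p over the 989 entries was used for calls. Direction was taken from the table's own naming of the comparison and from the study's description of miR-17-5p with miR-106a-5p as lower.

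The planned test on counts per sample was not run, because the analysed table holds one comparison and no column per sample. Its fold changes, standard errors and p-values are reported as the authors' own. Such a table gives no spread per library, and errors of miRNAs with few reads are wide.

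Reads per library were recovered from the means. Each mean is a sum over the 6 libraries of whole reads, each read adding 1 divided by 6 times the size factor. Entries with a mean under 2 that were whole multiples of a single step were searched for steps shared by at least 4 entries whose fold changes had one sign. This gave 6 steps, used by 192 entries in all, and the sign of the fold change assigned 3 to each group. All 782 entries with a mean of 30 or less were then solved for whole reads, to a tolerance of 2e-13, and each had exactly 1 solution. Entries with a log2 fold change over 5 in size and a mean up to 300 were solved under the condition that one group has no reads. Across the 473 solved entries with reads in both groups, the log2 ratio of recovered means and the deposited log2 fold change had a Pearson r of 0.99996. The recovered libraries carry no replicate number and enter no test of single miRNAs. Where a median of a list holds an entry with reads in one group, it is also given with that entry at the fold against 3 reads in each library of the other group. These floors cover counting error only.

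Precursor positions are those of GENCODE v44 on GRCh38, since the deposited table has no coordinates. Names were matched through gene symbols and synonyms, which placed 1202 of 1231 entries (97.6%). Exons and introns are those of genes on the same strand.

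The miRNAs named in the text were chosen by a rule set before the data were examined: those the study built its networks on, the 5 largest increases and 5 largest decreases among calls with a mean of at least 100, the 5 most abundant, and members of the fixed lists that passed the threshold. The lists were the miR-17 seed family, the products of the MIR17 cluster and its paralogues, the let-7 family and a list discussed in oligodendrocyte development, together with the miRNAs the study named. A list of blood and liver miRNAs was written after the data were first seen and before its members were looked at. Other miRNAs named were chosen after their values were seen. The median log2 fold change of a list was set against 10000 random lists of the same size, drawn for each member from the 40 entries nearest in mean. Correlations between arms used 100000 random pairings, and those between neighbouring precursors (within 10 kb on one strand) used 10000 shuffles.

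Alternatives set before the data were examined were adjustment over all entries, means of at least 10 or 100, thresholds of 0.01 and 0.1, a log2 fold change of at least 1, total-count scaling of lists, and other minimums or no merged entries for the arms. The minimum means were set beforehand except for the miRNAs the study named, for which they were chosen after seeing the data. Also chosen after seeing the data was total-count scaling of single miRNAs from the group means implied by the table. The same holds for centring on the median of entries with a mean of at least 100. It holds too for leaving out entries with reads in one group, and for setting those entries to their bound.

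The scripts used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9, with fixed seeds. They were tested on simulated data. Recovery found 6 of 6 simulated steps and the simulated reads of 644 of 644 entries, in simulations where some low values were listed at 0 as in the data. The adjustment called 99.5% of 200 changed entries among 1231, and 5.69% of its calls were unchanged entries. Of 100 unchanged lists, 93 lay inside the central 95% of random lists, and 100 of 100 lists moved by 1 lay outside. Fold changes were shuffled among entries for these lists, so joint change of related entries was not simulated. Zeros expected from the spread among replicates fell short of those in 3000 simulated entries by up to 2.35 times.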

Results

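Small RNA sequencing was carried out on HOG cells, a human oligodendroglioma line used as a model of oligodendrocyte differentiation. There were 3 libraries from undifferentiated cells and 3 from cells kept in a differentiation medium, titled D12 and described by the protocol as 13 days of treatment. MicroRNAs (miRNAs) are short RNAs of about the length of the insert, cut from hairpin precursors whose 2 arms give the 5p and 3p products. One table was analysed, the authors' comparison of differentiated with undifferentiated cells over 1231 miRNA entries, of which 48 merge several miRNAs. It gives one mean normalized count per entry over all 6 libraries and no value per library, so errors below are the standard errors of that table.

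The depth of the single libraries was worked out from the low means, which are sums of whole reads divided by the size factor of each library. Exactly 6 steps were found. The 3 libraries of the undifferentiated group had size factors of 1.33, 1.16 and 1.14, and those of the differentiated group 0.897, 0.864 and 0.783. All 3 undifferentiated libraries thus had the larger size factors, by 1.42 times on average, which gives an exact permutation p of 0.1 (two-sided), the smallest that 3 against 3 libraries allow. Multiplied by the total normalized count of each group, these factors correspond to estimated totals of 7072625 to 10021989 miRNA reads per library, with undifferentiated libraries 1.19 times deeper on average. The 6 libraries could not be matched to replicate numbers. The 10 most abundant entries held 63.2% of the normalized counts, and the median entry had a mean of 11.9. Precision follows abundance: the median standard error of the log2 fold change was 0.17 for the 315 entries with a mean of at least 100, and 3.30 for entries with a mean under 10.

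The first comparison asks which miRNAs change in abundance with differentiation. The authors' deposited table (DESeq2, two-sided Wald test, Benjamini-Hochberg adjustment) called 182 of 989 tested entries at an adjusted p under 0.05, with 94 higher and 88 lower in differentiated cells. A further 239 entries had a p-value but no adjusted p because of their low mean, and 3 had no p-value. The calls depended most on a fold change limit, since 84 of them had a log2 fold change of at least 1 in size, 37 higher and 47 lower. The split between higher and lower depended on the scaling. With groups scaled to equal total normalized counts, every log2 fold change dropped by 0.26, and 64 entries were higher and 162 lower. This scaling is a common shift and not a new fit of counts. The size of the shift was taken as known, so calls under it leave out its error. Of the 182 calls, 136 had a mean of at least 100 (77 higher and 59 lower), and 97 of these changed by less than 1 on the log2 scale.

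**Figure D1:**
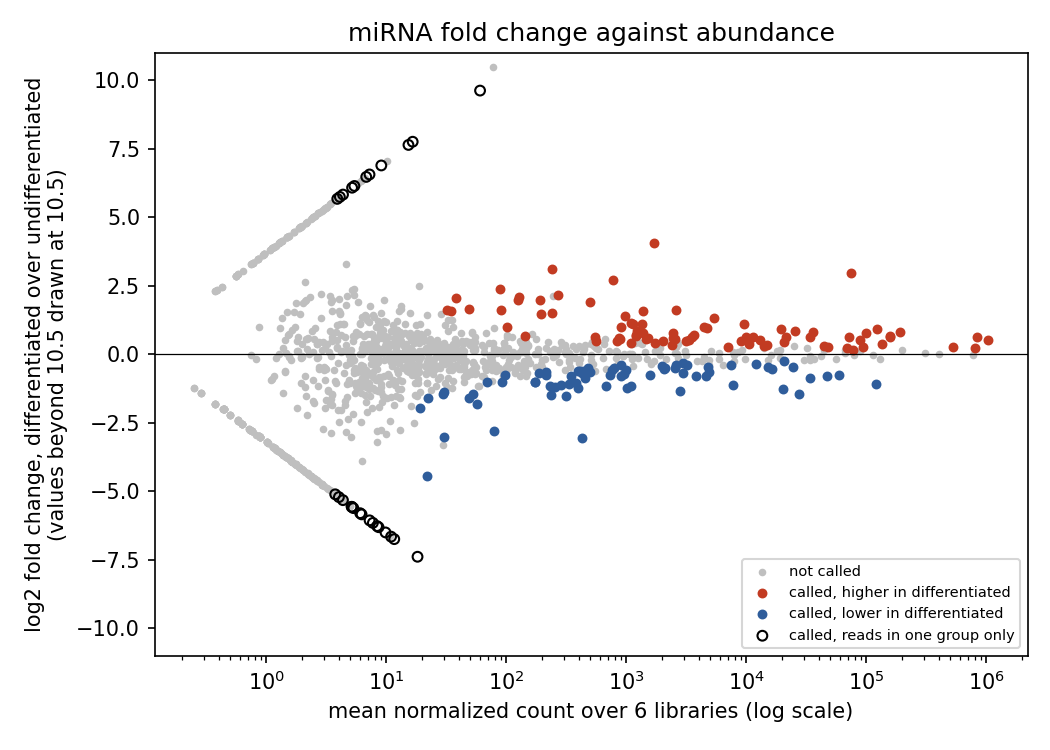
The plot shows the log2 fold change of each of 1231 miRNA entries (vertical axis) against its mean normalized count over the 6 libraries (horizontal axis, log scale), with called entries in colour. The 27 open circles are calls with reads in one group only, which lie on 2 straight lines because their fitted fold change follows from the mean alone.

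Among calls with a mean of at least 100, the largest increase was that of miR-584-5p (mean normalized count 1698), whose log2 fold change in the authors' deposited table was 4.06 with an SE of 0.17 and an adjusted p of 7.14e-120. Its precursor lies on the minus strand of chromosome 5 at 149062313 to 149062409, in an intron of SH3TC2. In the authors' deposited table, miR-1246 followed at 3.10 (SE 0.29, mean 241, adjusted p 2.09e-25). The precursor of miR-1246 lies on chromosome 2 at 176600980 to 176601052 (minus strand), outside the exons and introns of other genes on its strand. The authors' deposited table gave miR-146a-5p a log2 fold change of 2.96 (SE 0.12, adjusted p 2.22e-122) at a mean of 74855, the highest mean of these 5 increases. MIR146A lies in an exon of the long non-coding RNA gene MIR3142HG, on the plus strand of chromosome 5 at 160485352 to 160485450. Both arms of miR-147b were among the 5, with log2 fold changes in the authors' deposited table of 2.71 (SE 0.24) for the 3p arm and 2.18 (SE 0.27) for the 5p arm. Their precursor overlaps an exon of C15orf48 on chromosome 15 at 45433050 to 45433129 (plus strand).

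The largest decrease with a mean of at least 100 was that of miR-122-5p, at -3.04 in the authors' deposited table (SE 0.22, mean 431, adjusted p 3.42e-41). MIR122 lies in an exon of MIR122HG on chromosome 18 at 58451074 to 58451158 (plus strand). The next decreases in the authors' deposited table were miR-551b-3p at -1.52 (SE 0.31, adjusted p 1.19e-05), miR-129-5p at -1.47 (SE 0.18, adjusted p 2.91e-15) and miR-20a-5p at -1.43 (SE 0.13, adjusted p 7.48e-28). MIR551B is placed in an intron of EGFEM1P on chromosome 3, while miR-129-5p can come from precursors on chromosomes 7 and 11. The fifth was the merged entry of miR-106a-5p and miR-17-5p, described with the miRNAs the study named.

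The most abundant miRNA was miR-21-5p, with a mean normalized count of 1030183 and a log2 fold change of 0.51 (SE 0.10) in the authors' deposited table. Next came miR-29a-3p (mean 830017, log2 fold change 0.62, SE 0.074) and the merged entry of let-7a-5p and let-7c-5p (mean 811174, 0.22, SE 0.065), both called higher in the authors' deposited table. The authors' deposited table did not call miR-16-5p (mean 769728, -0.027, SE 0.063, adjusted p 0.889) and called let-7f-5p higher (mean 531718, 0.25, SE 0.090). Under scaling to total counts, miR-21-5p and these let-7 entries were no longer called, the let-7 values fell below 0, and miR-16-5p was called lower at -0.28.

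A share of the calls rested on reads in one group. For the 782 entries with a mean of 30 or less, exactly 1 combination of whole reads gave the deposited mean. In the 473 of these with reads in both groups, the log2 ratio of the recovered group means differed from the deposited log2 fold change by at most 0.055. In 27 of the 182 calls, every library of one group was listed at 0: 16 had reads in undifferentiated cells only and 11 in differentiated cells only. Their total ranged from 20 to 308 reads. These 27 were the same as the 27 calls with a fitted log2 fold change over 5 in size, whose size depends on the fit and is not a measured ratio. The entry with most reads was miR-4458, with 113, 104 and 91 reads in the differentiated libraries, and miR-548t-5p had 50, 39 and 43 in the undifferentiated libraries. The 155 other calls, 83 higher and 72 lower, had log2 fold changes of 4.45 or less in size. A library listed at 0 does not show that a miRNA was absent, because 59 of 982 library values were at 0 beside 2 replicates with 10 or more reads each. Intervals from reads would cover counting error only, since the unique molecular identifiers of the library kit are not named among the counting parameters.

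**Figure D2:**
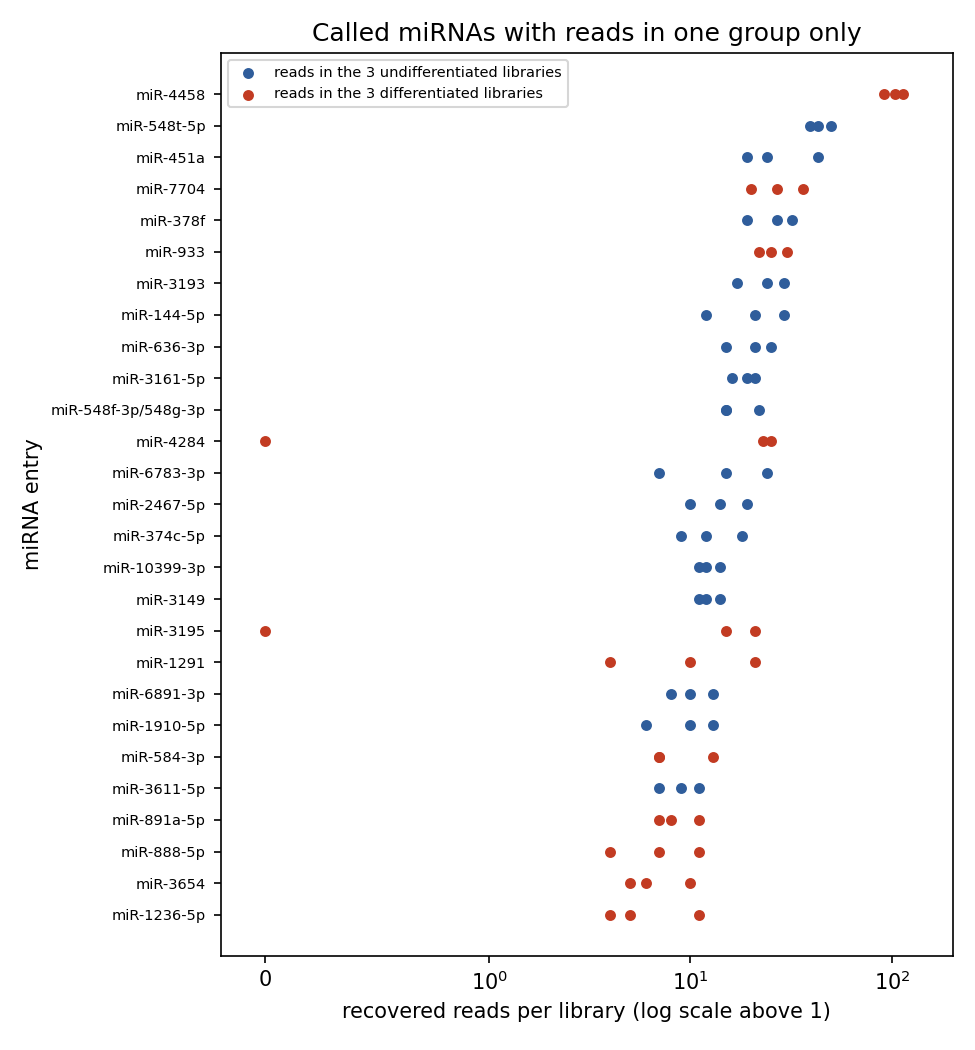
The plot gives the reads recovered in each library (horizontal axis, log scale above 1) for the 27 calls (vertical axis) whose reads lie in one group, blue for undifferentiated and red for differentiated; points with equal counts coincide. The totals run from 20 to 308 reads, and the other group is listed at 0 in all 3 libraries.

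The second comparison concerns the miRNAs for which the study built networks of circular RNAs and target mRNAs: miR-760, miR-17-5p with miR-106a-5p, and miR-454-3p. The first was not called in the authors' deposited table, with a mean normalized count of 136 and a log2 fold change of 0.19 (SE 0.36, adjusted p 0.839). The paper likewise reports an unchanged level of miR-760. It proposes that loss of the circular RNA circSPATA13 frees miR-760 to act, and reports lower miR-760 targets after circSPATA13 knockdown. A missing call therefore does not count against that model. MIR760 lies on chromosome 1 at 93846832 to 93846911 (plus strand). The merged entry of miR-106a-5p and miR-17-5p was lower in the authors' deposited table, at -1.35 (SE 0.22, mean 2826, adjusted p 1.84e-08). Its 2 sources are MIR17, in an exon of MIR17HG on chromosome 13 at 91350605 to 91350688 (plus strand), and MIR106A, on chromosome X at 134170198 to 134170278 (minus strand). Their precursors share a stretch of 22 bases, AAAGTGCTTACAGTGCAGGTAG, so the reads of both cannot be separated in this table. The authors' deposited table did not call miR-454-3p (mean 17937, log2 fold change 0.11, SE 0.10, adjusted p 0.557), whose precursor is in an intron of SKA2 on chromosome 17 at 59137758 to 59137872 (minus strand). Adjusted over the list alone, 1 of the 3 entries was lower and none was higher, at an adjusted p under 0.05, and the same entry was the only one called over all miRNAs. The study chose these miRNAs partly on these samples, so the count over the list is not independent evidence. Under scaling to total counts the values of miR-760 and miR-454-3p changed sign, to -0.065 and -0.15.

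**Figure D3:**
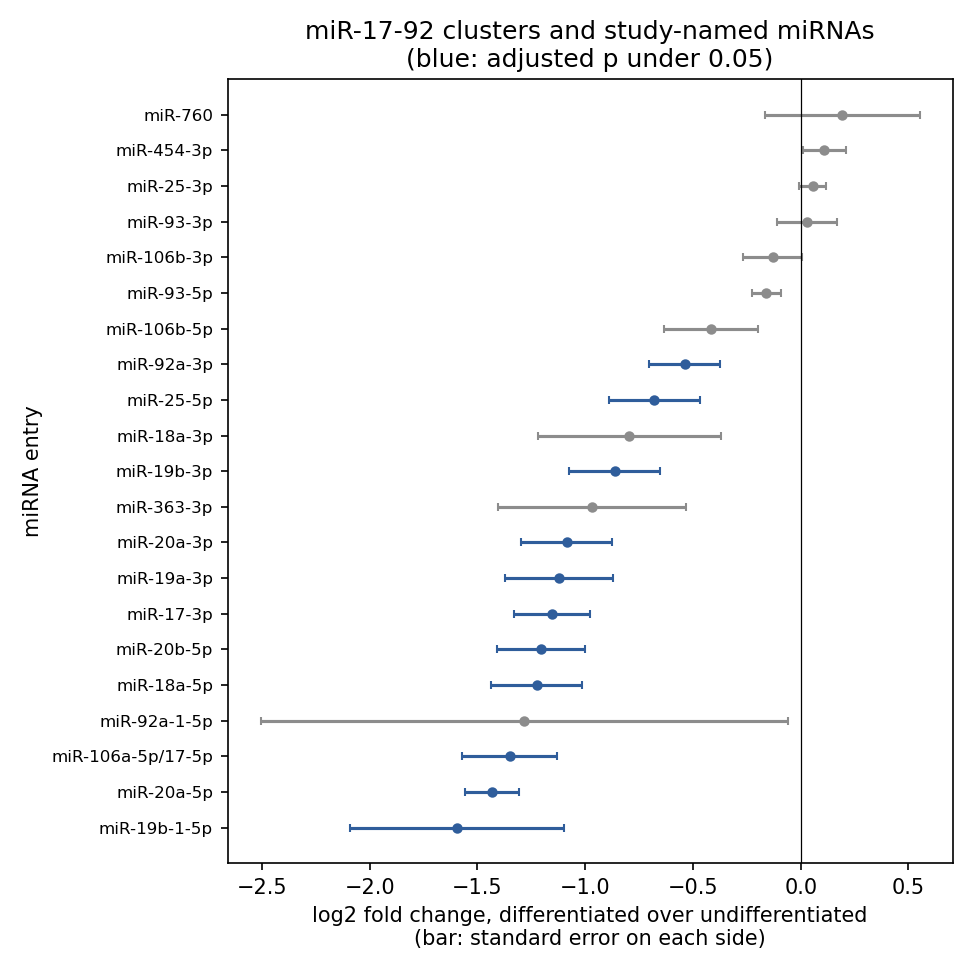
Each row is an entry of the MIR17 cluster and its paralogues or a miRNA the study named, with a mean of at least 10; the horizontal axis gives the log2 fold change of differentiated over undifferentiated cells, bars are the standard error on each side, and blue marks an adjusted p under 0.05. All 11 called cluster entries lie below 0, whereas miR-760 and miR-454-3p lie above it and fall below it under scaling to total counts.

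Related miRNAs were then compared as lists fixed before the data were examined. The miR-17 seed family shares the bases that pair with targets; 6 of its 8 members were found, in 5 entries. All 5 were lower, 3 were called, and 4 were lower when adjusted over the list alone. Under scaling to total counts all 5 were called. The median log2 fold change, from the authors' deposited table, was -1.21, at percentile 0.01 among 10000 random lists of the same size matched on mean expression, whose central 95% ran from -0.45 to 0.64. For the products of the MIR17 cluster and its paralogues, 22 entries were found and 20 were lower. Of these, 11 were called, all lower, against 13 adjusted over the list alone. Their median was -1.10 in the authors' deposited table, below all 10000 random lists, and -1.03 with the 1 entry seen in one group set at its bound. Random lists draw entries one by one, whereas arms and neighbouring precursors changed together in these data. The positions of both lists therefore rest on fewer independent units than entries and overstate the evidence. Every entry of the seed family is also in the cluster list, so the positions are not separate results. Both lists hold the merged entry of miR-106a-5p and miR-17-5p. The study had already reported that entry as lower in these samples. The low positions are thus not fully independent of that report, although the lists were fixed before the data were examined. In the MIR17 cluster on chromosome 13 (91350605 to 91351391, plus strand), 11 of 11 entries with a mean of at least 10 were lower, with a median of -1.15 and 9 calls, and 9 were called lower under scaling to total counts. These include miR-106a-5p/17-5p, miR-19b-3p and miR-92a-3p, which can also come from precursors elsewhere. In the MIR25 to MIR106B cluster on chromosome 7 (100093560 to 100094074, minus strand), 4 of 6 were lower, with a median of -0.14 and 1 call, that of miR-25-5p, but under scaling to total counts 5 of the 6 were called lower. The difference between the clusters was not tested. Under scaling to total counts the 2 higher entries, miR-93-3p and miR-25-3p, fell below 0 as well.

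The let-7 family did not stand apart as a list. Its 8 entries had a median log2 fold change of 0.13 in the authors' deposited table, at percentile 42.9 of the random lists, and -0.13 under scaling to total counts. Of the 5 calls, let-7e-5p, let-7b-5p, let-7a-5p/7c-5p and let-7f-5p were higher and let-7d-5p was lower, the same number as adjusted over the list alone (4 higher and 1 lower). Scaling to total counts gave 2 higher (let-7b-5p and let-7e-5p) and 2 lower (let-7d-5p and miR-98-5p). Under scaling to total counts the merged let-7a-5p/7c-5p entry, let-7f-5p and let-7i-5p changed sign. In the list of 16 miRNAs discussed in oligodendrocyte development, 15 were found and 4 were called, 2 higher and 2 lower, both over all miRNAs and adjusted over the list alone. Under scaling to total counts 1 was called higher and 4 lower. The median was -0.16, at percentile 13.1 of the random lists. Increases in the authors' deposited table were those of miR-146a-5p (2.96) and of the merged entry of miR-23a-3p and miR-23b-3p (0.15, SE 0.054, which changed sign to -0.11 under scaling to total counts). Decreases in the authors' deposited table were those of miR-7-5p (-1.07, SE 0.089) and miR-9-5p (-0.80, SE 0.069). The authors' deposited table did not call miR-219a-5p (-0.16, SE 0.33, adjusted p 0.860) or miR-338-3p (-0.34, SE 0.21, adjusted p 0.333), although the second was called lower under scaling to total counts.

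The 2 arms of a precursor changed together. Across 190 pairs of arms with a mean of at least 10 each, Spearman's rho of the log2 fold changes was 0.68 (permutation p 1e-05, the smallest that 100000 pairings can give, two-sided), and Pearson's r was 0.22 (p 0.0119). Pearson's r depended on 3 pairs. With entries seen in one group or lacking a p-value left out, 187 pairs gave an r of 0.74 and a rho of 0.69. Both arms were called in 25 of the 190 pairs, always in the same direction, and one arm alone in 59. Pairs of arms are miRNAs and not replicates. These 2 coefficients are one family, and Benjamini-Hochberg adjustment gave 2e-05 for rho and 0.0119 for r.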

Values the study reported

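The study reported 45 miRNAs whose predicted target mRNAs changed significantly during HOG differentiation. Targets of miR-760 were described as showing the most significant decrease among these, and a test on intron reads of the same genes gave a p-value of 0.06.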

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

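The tests of depth, of sampling, of the spread among replicates and of zeros by group cited here were chosen after the results were seen.

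A pair of entries without a p-value held reads in a single library, outside the comparison of calls. For miR-98-3p, 399 reads were recovered in 1 differentiated library and 0 in the other 5. For miR-4484, 75 reads were recovered in 1 undifferentiated library and 0 in the other 5. Both exceed the 3 reads that a count of 0 allows. In the authors' deposited table the fitted log2 fold changes are 22.53 and -6.64, and no p-value is given, as for miR-483-3p, whose reads could not be resolved. The opposite arm, miR-98-5p, had a mean of 15142 and was not called in the authors' deposited table (-0.21, SE 0.12, adjusted p 0.263). Zeros beside well-covered replicates were common in the table (59 of 982 library values, against 0.454 from the spread among replicates with reads). A step before the comparison that lists a miRNA at 0 in some libraries could bear on either entry, but this count does not show it. Differences between cultures in single miRNAs stay open. Which step this is cannot be read from the table, and a true change in 1 library was not tested.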

How the results depend on the processing

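The number of calls lay between 147 and 226 under all alternatives run for it except the fold change limit, against 182 in the main setting. It was 174 with adjustment over all entries, 177 and 151 with a mean of at least 10 and 100, 147 and 221 at thresholds of 0.01 and 0.1, 153 with entries seen in one group left out, and 185 with centring on the median of abundant entries. With a log2 fold change of at least 1 in size it was 84, fewer by construction. All 174 calls with adjustment over all entries were among the 182, as were 161 of 177 and 136 of 151 for the 2 minimums.

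Scaling moved the split between higher and lower more than the number of calls. In the main setting 94 were higher and 88 lower (51.6% higher). With groups scaled to equal total normalized counts, which lowers every log2 fold change by 0.26, 64 were higher and 162 lower (28.3% higher), and 152 of these 226 calls were shared with the main setting. Centring on abundant entries gave 84 higher and 101 lower. Total counts rest on few miRNAs, as the 10 most abundant entries hold 63.2% of them. No value in the table decides between the scalings.

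Values that changed sign under total-count scaling all lay near 0 in the main setting. Among the miRNAs the study named, miR-760 became -0.065 and miR-454-3p -0.15, neither called in either setting, while the merged miR-106a-5p/17-5p entry stayed called under each alternative run. The median of the let-7 family became -0.13. Of the other named miRNAs, let-7a-5p/7c-5p became -0.042, let-7f-5p -0.0042, miR-23a-3p/23b-3p -0.11, miR-93-3p -0.23, miR-25-3p -0.20, let-7i-5p -0.21 and miR-486-5p -0.12. These changes follow from the common shift, and miR-25-3p was called lower after it. Over the 65 named miRNAs outside those of the study, 12 other results changed: 3 were weaker and 9 stronger, of which 1, for miR-93-5p, came from testing entries with a mean of at least 100 and 11 from the scaling.

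The median of the MIR17 cluster with its paralogues lay between -1.36 and -0.97 and that of the oligodendrocyte list between -0.42 and -0.12. With a mean of at least 10 or with one-group entries at their bound, the first stayed outside and the second inside the central 95% of random lists. Total-count scaling moves a list and the random lists alike, so it cannot change such a position. For the miR-17 seed family no alternative could change it, since all 5 entries have a mean of at least 10 and none has reads in one group only; its median was -1.21, or -1.46 under total-count scaling. The rho between arms stayed positive, from 0.46 to 0.76, with a permutation p at the smallest value that the pairings can give.

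No paired analysis was possible because the analysed table holds one comparison, with no column that carries a replicate number. For the same reason the other count tests (edgeR, limma-voom), other normalizations passed to the count test, a filter on counts per sample and the fits that leave out a replicate were not run, and a pseudocount did not apply. How far a single library decides a call was therefore not measured. No fit that leaves out a library was run on the recovered reads either. For entries with a mean of 30 or less, these reads were used here only to see which libraries were at 0. Among the 30 calls of that kind, 27 had at least 1 library at 0. Most of these had every library of one group at 0, so the count does not show that a single library decided them. Few reads also limit precision, as the median standard error was 3.30 for entries with a mean under 10, against 0.17 with a mean of at least 100.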

Other observations

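The tests of depth, of zeros by group, of sampling, of the spread among replicates and of the trend with abundance were chosen after the results were seen. The other tests were set before the values they measure were looked at.

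The recovered reads show an excess of zeros. Of 4692 library values in entries with a mean of 30 or less, 2106 (44.9%) were 0, none was 1, 57 were 2 and 117 were 3. Among library values beside 2 replicates with 10 or more reads each, 59 of 982 were 0, against 0.0021 by Poisson sampling, which covers counting error of independent reads only. Reads may be copies of few molecules, and cultures may differ, so the spread among replicates with reads was measured too. Over 388 sets of 3 such replicates the variance was 1.89 times that of Poisson counts, and sampling of molecules read several times each, with this spread, gives 0.454 zeros in place of 59. This argues against sampling, since in simulated entries such an estimate fell short by no more than 2.35 times. Differences between cultures in single miRNAs stay open: a negative binomial spread of the same size gives 0.0511 zeros, but it was measured only where all 3 replicates had reads. They occurred in both groups (33 of 627 in undifferentiated and 26 of 355 in differentiated cells), where the lower of the 2 replicates had up to 27 reads. A filter in the counting step that sets a miRNA to 0 in single libraries is a candidate explanation, and it was not tested on reads.

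This bears on the calls with reads in one group only. Of 452 entries with 20 or more recovered reads, 56 had all reads in one group, against 0.00065 by binomial sampling at the depth of the groups and 0.835 with the wider spread above and equal expression. This argues against unequal depth as the whole cause, as long as these miRNAs spread like those with reads in all 3 replicates. Zeros set without regard to group are argued against too. Of 78 entries with 20 or more reads and exactly 3 libraries at 0, 29 (37.2%) had the zeros in one group, where chance gives 10%. Of these, 21 were at 0 in the shallower differentiated group and 8 in the undifferentiated group. A filter that acts more often where a miRNA is less abundant or a library less deep may turn a moderate difference into an all-or-none one, and a true difference between the groups stays open. The 27 calls may thus be the first to look at again with counts per library.

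Among the 452 entries with 20 or more recovered reads, the groups did not overlap in 115 (25.4%, where chance gives 10%). In other splits of the 6 libraries 25 to 39 entries did not overlap, and 1 of the 10 splits, the real one, gave as many as 115. With 10 splits the share cannot go below 0.1, so chance cannot be excluded by this count.

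The decrease of miR-122-5p stood out in a line of glial origin, as miR-122 is known from liver. Also lower were miR-451a (43, 24 and 19 reads in undifferentiated libraries) and miR-144-5p (21, 12 and 29), both known from red blood cells and both listed at 0 in all 3 differentiated libraries. Undifferentiated cells grew in serum and the differentiation medium lists none, so RNA carried over from serum could be a source. A list of 12 other blood and liver miRNAs, 11 of them found, gave a median log2 fold change of 0.13 at percentile 84.1 of random lists. The median was 0.00 with entries seen in one group at their bound. It was -0.12 under scaling to total counts, which moves the random lists alike. The list as a whole was thus not lower than random lists, whereas the test set beforehand required a decrease if serum were the source. Its members went both ways. For the 8 entries with a mean of at least 10 the median was -0.91, at percentile 0.21. The 4 called lower were miR-223-3p, miR-142-3p, miR-142-5p and miR-150-5p, with log2 fold changes in the authors' deposited table of -4.45, -2.80, -3.01 and -1.96. The 3 called higher were miR-192-5p (merged with a near-identical miRNA), miR-194-5p and miR-126-3p. Their means in the authors' deposited table were 3653, 1463 and 47971, so levels in the cells could hide a small share from serum. Under scaling to total counts miR-194-5p (0.31) and miR-126-3p (0.0086) were no longer called. That left 1 called higher, miR-192-5p, and the same 4 called lower. Of the members known from red blood cells, miR-486-5p had 30, 10 and 25 reads in undifferentiated and 17, 0 and 31 in differentiated libraries, and miR-144-3p had 9, 3 and 12 against 3, 0 and 5. Neither was called, and reads this few decide nothing alone. Few reads also lie behind the called decreases of miR-451a and miR-144-5p. The same holds for miR-223-3p (51, 34 and 66 undifferentiated reads against 5, 0 and 0 differentiated reads). It holds for miR-150-5p too (47, 36 and 28 against 4, 12 and 4). Serum and a change in the cells cannot be told apart here, because medium and differentiation go together and the list has few well-covered members.

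Several increased entries, such as miR-1246 and miR-1291, might be fragments of longer RNAs. Entries whose precursor overlaps a same-strand exon of a coding or small RNA gene (61 entries with a mean of at least 10) had a median log2 fold change 0.13 above that of 576 others (permutation p 0.249, two-sided). Of the 61, 8 were called higher and 4 lower. Neither miR-1246, which overlaps no such exon, nor miR-1291, whose mean is 6.80, was among the 61, so the test says nothing about these 2 entries, and for the others a p of 0.249 leaves the question open.

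Neighbouring precursors changed together. Across 68 adjacent pairs within 10 kb on one strand, Pearson's r of the log2 fold changes was 0.74 and Spearman's rho 0.61, where shuffled values had a central 95% of -0.23 to 0.22 (p 0.0001, the smallest that 10000 shuffles can give, two-sided). Outside the clusters on chromosomes 13 and 19, a check chosen after seeing the first value, 63 pairs gave an r of 0.61. This is consistent with control of shared primary transcripts, although reads shared between related neighbours could add to it. In the cluster from MIR515-1 to MIR519A2 on chromosome 19 (53679003 to 53762430, plus strand), 9 of 9 entries with a mean of at least 10 were higher and 6 were called, with log2 fold changes from 1.24 to 2.09 in the authors' deposited table. The most abundant was miR-516a-5p at a mean of 5429 in the authors' deposited table. The 9 entries of this cluster with a mean under 10 went mostly the other way: 8 were lower and 1 higher, 0 were called (1 at unadjusted p under 0.05), and 5 had reads in one group only. In the cluster from MIR450B to MIR424 on chromosome X (134540185 to 134546711, minus strand), 10 of 10 entries with a mean of at least 10 were lower and 4 were called, with a median of -0.56. Both directions hold for these medians under total-count scaling, which moves each value by -0.26. Other clusters varied. In MIR379 to MIR410 on chromosome 14, 11 entries with a mean of at least 10 were higher, 6 were lower and 0 were called. In MIR532 to MIR502 on chromosome X, 10 were higher and 4 lower, with 3 called higher. From MIR182 to MIR183 on chromosome 7, 5 were higher and 1 lower, with 4 called higher. All 6 were higher in MIR493 to MIR136 (0 called) and in MIR99B to MIR125A (3 called). Why any cluster moved was not tested.

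More abundant miRNAs tended to be higher in differentiated cells, with a Spearman's rho of 0.14 between the mean and the log2 fold change across the 315 entries with a mean of at least 100 (permutation p 0.0158, two-sided, across miRNAs, which are not replicates). One factor per library moves every miRNA alike, so scaling does not account for this trend. Scaling does move the split of calls, with 28.3% higher under total counts against 51.6% in the main setting, and which split is right cannot be told apart from this table. A general change in miRNA amount per cell could underlie either and was not tested.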
